# An examination of skeletal muscle and hepatic tissue transcriptomes from beef cattle divergent for residual feed intake

**DOI:** 10.1038/s41598-021-87842-3

**Published:** 2021-04-26

**Authors:** Clare McKenna, Kate Keogh, Richard K. Porter, Sinead M. Waters, Paul Cormican, David A. Kenny

**Keywords:** Transcription, Transcriptomics

## Abstract

The selection of cattle with enhanced feed efficiency is of importance with regard to reducing feed costs in the beef industry. Global transcriptome profiling was undertaken on liver and skeletal muscle biopsies from Simmental heifers and bulls divergent for residual feed intake (RFI), a widely acknowledged feed efficiency phenotype, in order to identify genes that may be associated with this trait. We identified 5 genes (adj. p < 0.1) to be differentially expressed in skeletal muscle between high and low RFI heifers with all transcripts involved in oxidative phosphorylation and mitochondrial homeostasis. A total of 11 genes (adj. p < 0. 1) were differentially expressed in liver tissue between high and low RFI bulls with differentially expressed genes related to amino and nucleotide metabolism as well as endoplasmic reticulum protein processing. No genes were identified as differentially expressed in either heifer liver or bull muscle analyses. Results from this study show that the molecular control of RFI in young cattle is modified according to gender, which may be attributable to differences in physiological maturity between heifers and bulls of the same age. Despite this we have highlighted a number of genes that may hold potential as molecular biomarkers for RFI cattle.

## Introduction

Global agriculture is currently faced with the ambitious challenge of feeding a rapidly increasing global population, expected to peak at 9.2 billion by 2050^1^. This necessary increase in agricultural outputs must also be achieved within the current confines of arable land availability, thus it is essential that animal production systems become more efficient for the continued sustainability of the beef production sector. Animal feed can account for up to 75% of the variable costs in beef production systems; hence reduction of these costs is of importance^2^. Feed efficiency (dietary nutrient utilisation) in beef cattle is a trait of major economic importance^3^. Indeed, there is significant phenotypic and genetic variation among beef animals in their ability to convert dietary derived nutrients into saleable product^4–6^. Thus, by improving feed efficiency it is possible to reduce feed intake in cattle while still maintaining growth and skeletal muscle gain and ultimately contribute to beef production profitability and sustainability.

Residual feed intake (RFI), first described by Koch et al.^7^ is one such measure of feed efficiency, which can be defined as the difference between an animal’s actual versus its predicted feed intake based on average daily gain (ADG) and metabolic weight^8^. Through measuring an animal’s inherent RFI, feed-efficient animals which have a low-RFI value and consume less than expected as well as feed inefficient animals which have a high-RFI and consume more than expected value may be identified^3,9–15^. Indeed, it has been shown that growing beef cattle divergent for RFI can consume up to 20% less feed than their counterparts for the same level of performance^3,10,11,13–19^. This coupled with a moderate heritability estimate for RFI^4^ provides a feasible method for effective utilisation of this trait in production systems through genomic selection processes. However, although moderately heritable, a challenge remains to reliably and cost-effectively identify feed-efficient, low-RFI animals and to proliferate their genetics through animal breeding programmes. For example, the primary impediment to genetic progress and adoption of selection strategies based on RFI is both the large-scale logistics and expense of measuring individual animal feed intake and body weight.

In order to overcome the aforementioned limitations, studies have sought to uncover the underlying biology governing the trait, with the goal for the identification of molecular biomarkers^20^. This not only provides an attractive alternative to direct measurement of dietary intake on large numbers of animals^6^, but it also allows for a better understanding of the biological mechanisms underlying RFI which is important for progressing genomic selection. However although results in the literature have reported roles for biological processes including lipogenesis and the immune system toward variation in RFI primarily through transcriptional profiling, there is a distinct lack of commonality of key genes contributing to RFI across these studies. This is undoubtedly due to the multi-faceted nature of RFI as well as the contribution of factors including breed, gender, stage of development as well as production management and dietary intake test period length to the trait^20^. For example, a recent study that evaluated the molecular control of cattle divergent in RFI across three contrasting breed types, reported only 5 genes as commonly differentially expressed between high and low-RFI groups^21^. Furthermore, of these 5 genes only one, *SCD*, was differentially expressed in only one other molecular based RFI evaluation^22^. This lack of commonality, although due to confounding experimental designs represents a major short-fall toward the progress of genomics selection. Equally there is a dearth of information in relation to the potential effect of gender on subsequent variation in RFI, particularly under similar rearing conditions. Currently it is not known whether the same molecular mechanisms and genes are contributing to variation in RFI in heifers and bulls destined for beef production. Thus, the objective of this study was to evaluate the underlying biology regulating RFI through transcriptome sequencing in Simmental heifers and bulls reared under the same conditions from birth. It is estimated that two thirds of the variation in RFI is due to variation in resting energy expenditure^5^, with both muscle and liver representing important metabolic tissues with skeletal muscle accounting for over 50% body weight^12^ and liver accounting for 18–25% of total oxygen body consumption^23^. Thus, our efforts were focused towards examining the transcriptional alterations of these tissues between beef heifers and bulls divergent for high and low-RFI.

## Results

### Animal performance

Details of live weight gain, feed intake, and animal performance are presented in Table 1 for both bulls and heifers. Briefly, bulls and heifers had a mean ADG of 1.8 kg and 1.3 kg and dry matter intake (DMI) of 9.3 kg and 9.2 kg, respectively, during the RFI measurement period. Residual feed intake (kg DM/d) was 0.6 and − 0.7 for high RFI and low RFI bulls respectively, and 0.4 and − 0.3 for high RFI and low RFI heifers, respectively. Bulls and heifers ranked as high RFI consumed 10 and 15% more than their low RFI counterparts (p < 0.05), respectively. RFI ranking (high vs. low) did not affect (p > 0.05) initial bodyweight (BW), final BW or ADG, and this was consistent across gender.

**Table 1:** Summary of phenotypic data of bulls at end of feed intake trial.

Trait	High^1^(SD)	Low^1^(SD)	*P* value
**Bulls**			
No. of animals	5	5	˗
DMI, kg DM/d	10.1 (0.52)	8.4 (0.47)	0.02
RFI, kg DM/d	0.6 (0.05)	− 0.7 (0.04)	0.009
Metabolic bodyweight^0.75^, kg^2^	96.3 (5.19)	94.5 (7.82)	0.74
Initial bodyweight, kg	375.1 (32.35)	376.9 (34.44)	0.9
Final bodyweight, kg	511.8 (27.65)	496.6 (24.31)	0.62
ADG, kg/d	1.9 (0.33)	1.7 (0.29)	0.46
Backfatchange^3^, mm	1.5 (0.28)	1.5 (0.36)	0.63
**Heifers**			
No. of animals	5	5	˗
DMI, kg DM/d	9.8 (0.63)	8.6 (0.46)	0.03
RFI, kg DM/d	0.4 (0.05)	− 0.3 (0.02)	< 0.0001
Metabolic bodyweight^0.75^, kg^2^	91 (4.74)	92 (5.52)	0.89
Initial bodyweight, kg	368 (17.90)	361 (26.57)	0.73
Final bodyweight, kg	466 (18.58)	449 (27.28)	0.93
ADG, kg/d	1.3 (0.41)	1.4 (0.24)	0.59
Back fat change^3^, mm	1.3 (1.32)	1.2 (0.51)	0.16

^1^High RFI is inefficient and low RFI is efficient.

^2^Metabolic BW^0.75^, kg is determined as BW^0.75^ in the middle of the RFI measurement period which was estimated from the intercept and slope of the regression line after fitting a linear regression line through all metabolic BW (BW^0.75^) observations.

^3^Back fat change is mean of the fat depth at end of intake trial—mean of fat depth at start of intake trial.

### RNAseq read alignment and differential gene expression

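RNA sequencing data were analysed from 40 samples in 4 comparisons (bull liver, bull muscle, heifer muscle and heifer liver), each with samples of 5 high and 5 low RFI animals. By their tags, the liver and muscle samples came only in part from the same animals. Of the 20 tags in each tissue, 5 appear in both (bulls 2641, 2712 and 2723 and heifers 2704 and 2632), and whether other tags name the same animals is not stated. High RFI heifers had 6 different 4-digit tags over both tissues. RFI (residual feed intake) is the part of an animal's feed intake that its body weight and growth do not account for, so that low RFI animals are the efficient ones. The authors prepared libraries from mRNA, sequenced them as single-end reads, aligned the reads to the bovine genome UMD3.1 with STAR and counted the reads on protein-coding genes with HTSeq. The deposited values are CPM, that is, reads on a gene scaled to the total reads counted in the sample, and not the counts themselves. Within each sample every value was a whole multiple of 1 step, the worth of 1 read, from which the number of reads was recovered. In bull liver, the depth was 11306971 to 22314207 reads (median 16650353) in the high RFI group and 2368340 to 23288228 reads (median 17110403) in the low RFI group. In bull muscle, it was 18132817 to 42394696 reads (median 24141793) in high RFI and 5456522 to 40216307 reads (median 15390507) in low RFI animals. Heifer muscle samples had 14667019 to 28319168 reads (median 24855793) in the high RFI group and 10706431 to 30300667 reads (median 23020371) in the low RFI group. Heifer liver samples had 8433913 to 36587713 reads (median 19529968) in the high RFI group and 4787544 to 60929308 reads (median 13276378) in the low RFI group. No comparison differed in depth between the RFI groups (exact permutation tests with n = 5 per group, p from 0.381 to 0.913). The mean over the 40 samples was 21162535 reads counted on genes, whereas the paper's 22.4 M sequences per sample refer to all sequences generated. The recovered mean is higher than the paper's share of aligned reads would leave, and this was not resolved.

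The files list only part of the annotated genes, and their values sum to between 824144 and 983183 CPM per sample. The bull muscle files end in 1359 rows that repeat, value for value, the liver values of low RFI bull 2723, and these rows were left out. CPM were scaled by a trimmed mean of M values, 1 CPM was added as a pseudocount, and the log2 values were tested with limma (trended variance, Benjamini-Hochberg adjusted p < 0.1), a test chosen for the deposited unit. The recovered reads were used for depth and precision and were not tested as counts. A log2 fold change is low relative to high RFI on the log2(CPM + 1) scale, which understates the change of genes with low expression. The labels name animals by 4-digit tags or by short codes, and as the reason for the 2 styles is not stated, differences were also computed within each style. The share of the other tissue's profile in each sample was estimated from genes whose mean differed more than 32-fold between bull liver and heifer muscle, and was at most 0.8224% in 33 samples and over 10% in the other 7. All 40 samples were kept under their labels in the main fits. No pair among the 780 pairs of samples agreed within sampling noise (smallest chi-square per gene 13.3), so no copied sample was found. The test cannot detect different samples of the same animal, as the liver and muscle samples tagged bull 2712 scored 20.0. Within each comparison, each sample was counted as 1 animal by its tag.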

RNA sequencing data was successfully generated for all samples with approximately 22.4 million sequences per sample available across both tissues. On average approximately 85% of reads aligned to the bovine reference genome (UMD3.1) across both tissues analysed. The total number of genes expressed in each comparison was as follows: bull liver: 12,203 genes; bull muscle: 11,469 genes; heifer muscle: 10,766 genes and; heifer liver: 12,107 genes. 

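In the files analysed here, 7363 genes were listed for bull liver, 6004 for bull muscle, 5547 for heifer muscle and 7231 for heifer liver. All of them passed the filter of more than 1 CPM in at least 5 of the 10 samples. The lowest mean expression of any listed gene was 8.81 CPM in bull liver, 7.23 CPM in bull muscle, 7.37 CPM in heifer muscle and 7.50 CPM in heifer liver, so genes of lower expression are not in the files analysed here. The strictest filter, at least 10 reads in every sample, moved the count most in heifer liver, from 7231 to 6209 genes.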

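Of the 5547 genes tested between the high and low RFI heifers in skeletal muscle, 0 reached an adjusted p < 0.1 with limma on the log2 CPM values. The 5 genes of Table 2 ranked between 4 and 12 by p-value and were all higher in the low RFI group. The gene *COX1* (ENSBTAG00000043561) was expressed at 20944.8 ± 5061.65 CPM (SD, n = 5) in high RFI and 47887.3 ± 28666.5 CPM (SD, n = 5) in low RFI heifers. Its log2 fold change was 1.32 (SE 0.371, limma adjusted p = 0.999), and 4 of the 5 low RFI heifers lay above every high RFI heifer (exact permutation test, p = 0.0159). For *ND5* (ENSBTAG00000043563) the means were 2123.94 ± 521.627 CPM in high RFI and 6795.25 ± 6828.51 CPM in low RFI heifers (SD, n = 5 each). Its log2 fold change was 1.56 (SE 0.491, limma adjusted p = 0.999), with all 5 low RFI heifers above every high RFI heifer (exact permutation test, p = 0.00794, the smallest that 5 animals against 5 allow). The log2 difference of *ND5* was 1.17 among heifers with 4-digit tags and 2.15 among those with short tags. Over the 5 genes the exact permutation p-values were 0.00794 or 0.0159, and all were 0.0159 after Benjamini-Hochberg adjustment within the table. As the paper had listed these genes for a difference in these heifers, small p-values were favoured. With sample weights estimated by limma, an alternative chosen after the files had been seen, 114 genes passed, of which 54 were higher and 60 lower in low RFI heifers, although the estimation of the weights stopped before it converged.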

A total of 5 genes (adj. p < 0.1) were identified as differentially expressed in skeletal muscle tissue between high and low RFI heifers with all 5 transcripts being up-regulated in the low RFI phenotype (Table 2). Figure 1 provides a visual representation of the correlation matrix pertaining to the differentially expressed genes (DEGs) from heifer skeletal muscle tissue, indicating all DEGs were highly correlated with each other. 

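Across the 10 heifers, log2 expression of the 5 genes of Table 2 was compared in all 10 pairs. Pearson's r ranged from 0.888 for *ND6* with *COX3* to 0.989 for *COX1* with *cytb*, with a mean of 0.954. Spearman's rho ranged from 0.697 to 1.0. All 10 pairs passed a permutation test with 100000 resamples after Benjamini-Hochberg adjustment, with adjusted p from 0.0001, the smallest these permutations can give, to 0.00144 for Pearson's r and up to 0.0303 for Spearman's rho. Without the 2 heifers farthest from the median over the 5 genes (2724 and M70), the mean r was 0.860, the largest shift of any alternative. In each pair, r without the 2 heifers farthest from the median of its first gene ranged from 0.731 to 0.994. With the mean of each RFI group removed, r was 0.759 to 0.981. Among the 6 heifers with 4-digit tags it was 0.746 to 0.9801, and the 4 heifers with short tags were too few for a correlation. From this matrix the paper describes all 5 genes as highly correlated with each other.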

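With limma, 0 of the 7363 genes tested in bull liver reached an adjusted p < 0.1. The 11 genes of Table 3 ranked between 1 and 61 by p-value, and 8 were higher and 3 lower in low RFI bulls. The smallest p-value of all genes was that of *LIMS2* (ENSBTAG00000006262), at 90.6 ± 16.5 CPM (SD, n = 5) in high RFI and 49.9 ± 5.16 CPM (SD, n = 5) in low RFI bulls. Its log2 fold change was −0.785 (SE 0.137, limma adjusted p = 0.564), with all 5 low RFI bulls below every high RFI bull (exact permutation test, p = 0.00794). *HSPA5* (ENSBTAG00000007662) had the largest log2 fold change of the 11 genes, 1.28 (SE 0.289, limma adjusted p = 0.643). Its expression was 265 ± 63.0 CPM in high RFI and 659 ± 270 CPM in low RFI bulls (SD, n = 5 each), and 4 of the 5 low RFI bulls exceeded every high RFI bull (exact permutation test, p = 0.0159). Exact permutation p-values of the 11 genes were 0.00794 to 0.0397 and at most 0.0397 after Benjamini-Hochberg adjustment within the table. As the paper had listed these genes for a difference in these bulls, small p-values were favoured. Both bulls with short tags were in the high RFI group, so tag style could be compared only among the 8 bulls with 4-digit tags, where the log2 difference was 1.19 for *HSPA5* and −0.908 for *LIMS2*. Leaving out low RFI bull 2713, which had the lowest depth of all samples (2368340 reads), gave 7 genes past the threshold, among them *HSPA5*, *HYOU1*, *CRELD2*, *MANF* and *DNAJB11*. With the share of the other tissue's profile as a covariate, chosen after the files had been seen, 7 genes also passed. The largest share was 0.0806%, in 2713, so the covariate acted mainly on this bull and is no independent support. No other alternative gave more than 1 gene.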

A total of 11 genes (adj. p < 0.1) were identified as differentially expressed in hepatic tissue between high and low RFI bulls (Table 3) with 8 transcripts being up-regulated and 3 being down-regulated in the low RFI phenotype. 

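The 11 genes of Table 3 form 55 pairs, whose Pearson's r across the 10 bulls ranged from −0.823 for *HSPA5* with *DBP* to 0.990 for *HYOU1* with *DNAJB11*. By permutation tests with 100000 resamples and Benjamini-Hochberg adjustment, 33 of the 55 pairs had an adjusted p < 0.05 for Pearson's r and 35 for Spearman's rho, which ranged from −0.915 to 0.927. The most correlated genes were *GNPNAT1*, *CRELD2*, *DNAJB11*, *HSPA5*, *HYOU1*, *MANF* and *GMPPB*, with r from 0.771 to 0.990 in their 21 pairs. In the 34 pairs that involve *GSTT1*, *LIMS2*, *DBP* or *ACTA2*, 12 passed the same adjustment. With the mean of each RFI group removed, r of these 34 pairs was −0.603 to 0.597, and no p was computed for it. All 11 genes had been listed by the paper for a difference between these groups, which favours correlations across the 10 bulls. With the 2 bulls farthest from the median of the first gene of each pair left out, r of the 21 pairs was 0.682 to 0.985. Among the 8 bulls with 4-digit tags it was 0.775 to 0.993. With each pair signed by the direction of its genes in Table 3, the mean r was 0.730, and removing the mean of each RFI group lowered it most, to 0.319.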

Figure 2 provides a visual representation of the correlation matrix pertaining to the DEGs from bull hepatic tissue, highlighting the most correlated genes. Correlation analyses between DEGs and RFI value for each heifer and bull group, identified mostly significant associations. For example, DEGs from the heifer skeletal muscle analysis were all significantly negatively associated (p < 0.05) with RFI, with the exception of *cytb*, which tended towards significance (p = 0.0622). Similarly within the liver analysis of bulls divergent for RFI, 7 of the 11 DEGs were significantly associated with RFI (p < 0.05), with *DBP*, *MANF* and *GMPPB* tending towards significance (p < 0.1). *ACTA2* expression was not significantly associated with RFI in the liver tissue of bulls (p = 0.3078). Correlation results between DEGs and RFI value for each group are presented in Table 4. 

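In bull skeletal muscle, 0 of 6004 genes reached an adjusted p < 0.1 with limma, and in heifer liver 0 of 7231 genes did. The residual SD of the median gene on the log2 scale was 0.583 in bull muscle and 0.548 in heifer liver, against 0.210 in bull liver and 0.444 in heifer muscle. The estimated share of the liver profile was 100% in bull muscle samples M12 (high RFI), M6 and 2712 (both low RFI), and 48.6% in M74 (low RFI). The estimated share of the muscle profile was 49.5% in heifer liver sample 2728 (high RFI), 99.5% in L58 and 75.4% in L16 (both low RFI). With this share as a covariate, an alternative chosen after the files had been seen, 0 genes passed in both comparisons, and the residual SD of the median gene was 0.316 in each. Sample weights estimated by limma, also chosen after the files had been seen, moved the count most, to 4035 genes in bull muscle, where their estimation stopped before it converged.

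**Figure D1:**
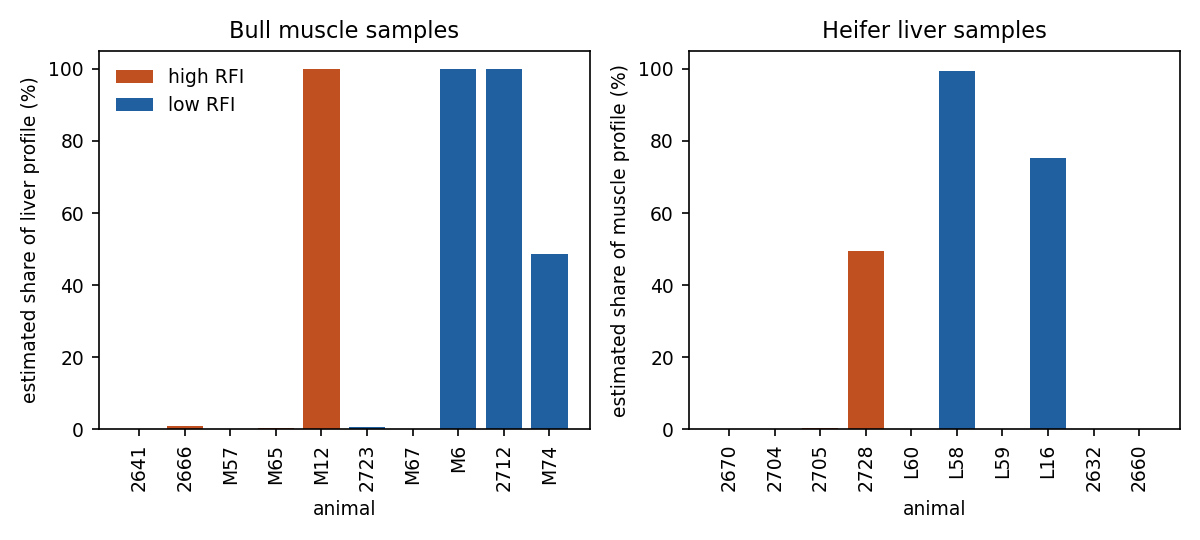
Estimated share (%) of the liver profile in each bull muscle sample and of the muscle profile in each heifer liver sample, 1 bar per animal, coloured by RFI group. In bull muscle 4 samples and in heifer liver 3 samples are above 10%, and the others are at most 0.8224%.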

None of the genes detected in heifer hepatic tissue and skeletal muscle tissue from bulls were found to be differentially expressed.

**Table 2:** Differentially expressed genes in the skeletal muscle of heifers divergent for RFI.

Ensemble Gene ID	Symbol	Log^2^FC^1^	adj. *P*-value
ENSBTAG00000043561	*COX1*	1.531959715	0.04229038
ENSBTAG00000043563	*ND5*	2.05811224	0.065711452
ENSBTAG00000043546	*ND6*	1.893462257	0.071589115
ENSBTAG00000043550	*cytb*	1.621906928	0.08104623
ENSBTAG00000043560	*COX3*	1.333918891	0.08240735

^1^ Log^2^Fold change was calculated for each gene from the expression value of low-RFI compared to high-RFI.

**Table 3:** Differentially expressed genes in the hepatic tissue of bulls divergent for RFI.

Ensemble Gene ID	Symbol	Log^2^FC^1^	adj. *P*-value
ENSBTAG00000007662	*HSPA5*	1.366758112	0.002345638
ENSBTAG00000006262	*LIMS2*	− 0.816790737	0.007056497
ENSBTAG00000047801	*CRELD2*	1.0379502	0.007056497
ENSBTAG00000010322	*HYOU1*	1.22672561	0.00984059
ENSBTAG00000031797	*MANF*	1.097562958	0.021052189
ENSBTAG00000000170	*GSTT1*	− 0.844108433	0.025190925
ENSBTAG00000014614	*ACTA2*	1.074998203	0.026112848
ENSBTAG00000003151	*DNAJB11*	0.910521574	0.026285489
ENSBTAG00000006754	*DBP*	− 1.022594741	0.044902486
ENSBTAG00000032026	*GMPPB*	0.632308333	0.054715662
ENSBTAG00000005344	*GNPNAT1*	0.619902591	0.07989897

^1^ Log^2^Fold change was calculated for each gene from the expression value of low-RFI compared to high-RFI.

**Figure 1:**
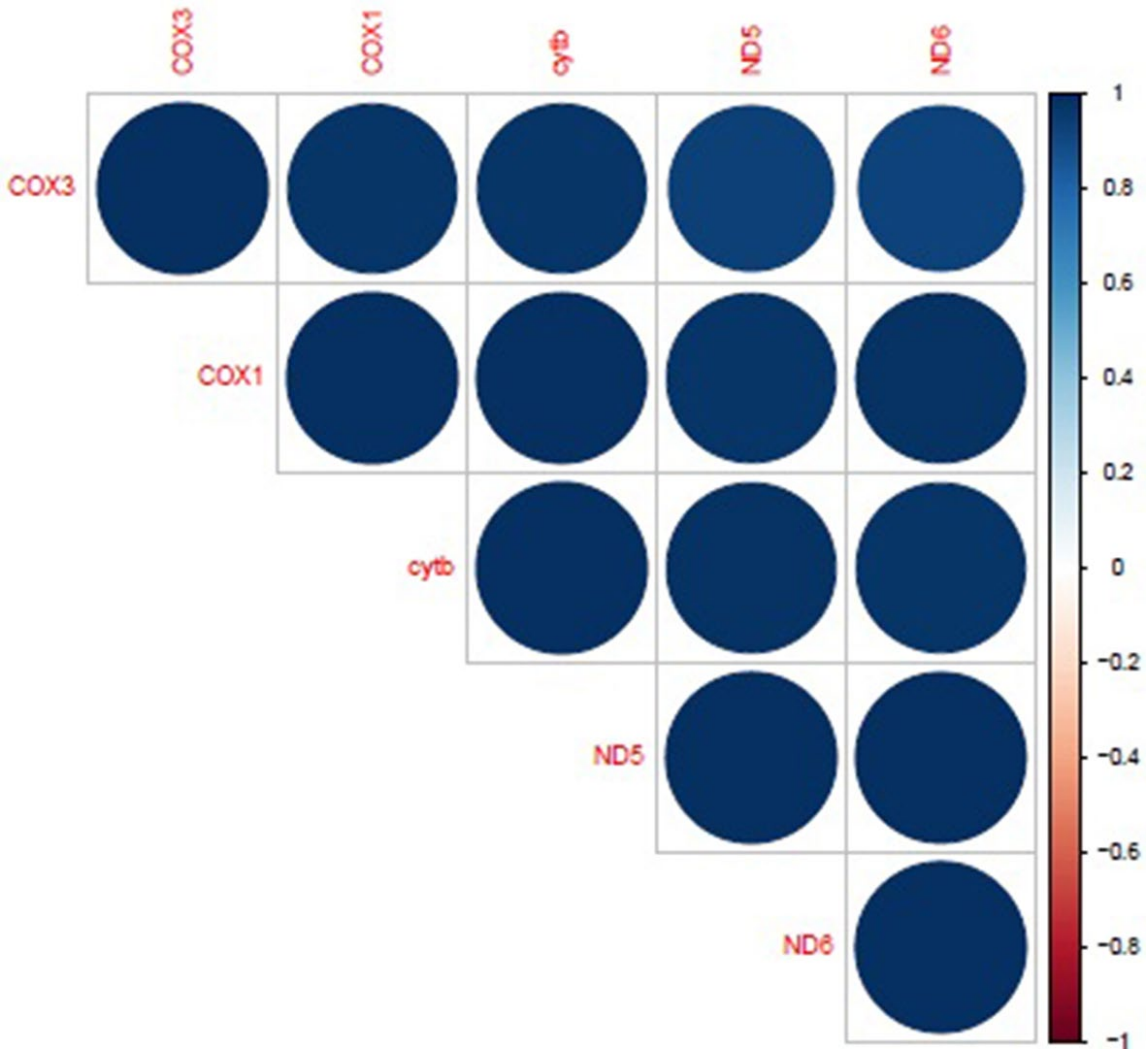
Correlogram highlighting the correlation between DEGs in skeletal muscle tissue from high and low RFI heifers. Visual representation of the correlation matrix highlighting the most correlated DEGs in skeletal muscle tissue from high and low RFI heifers. Blue circles (correlation value 1) indicate a high correlation between DEGs. Non-significant correlations are denoted as X. This image was generated through the use of the R (v3.4) Corrplot package^65^.

**Figure 2:**
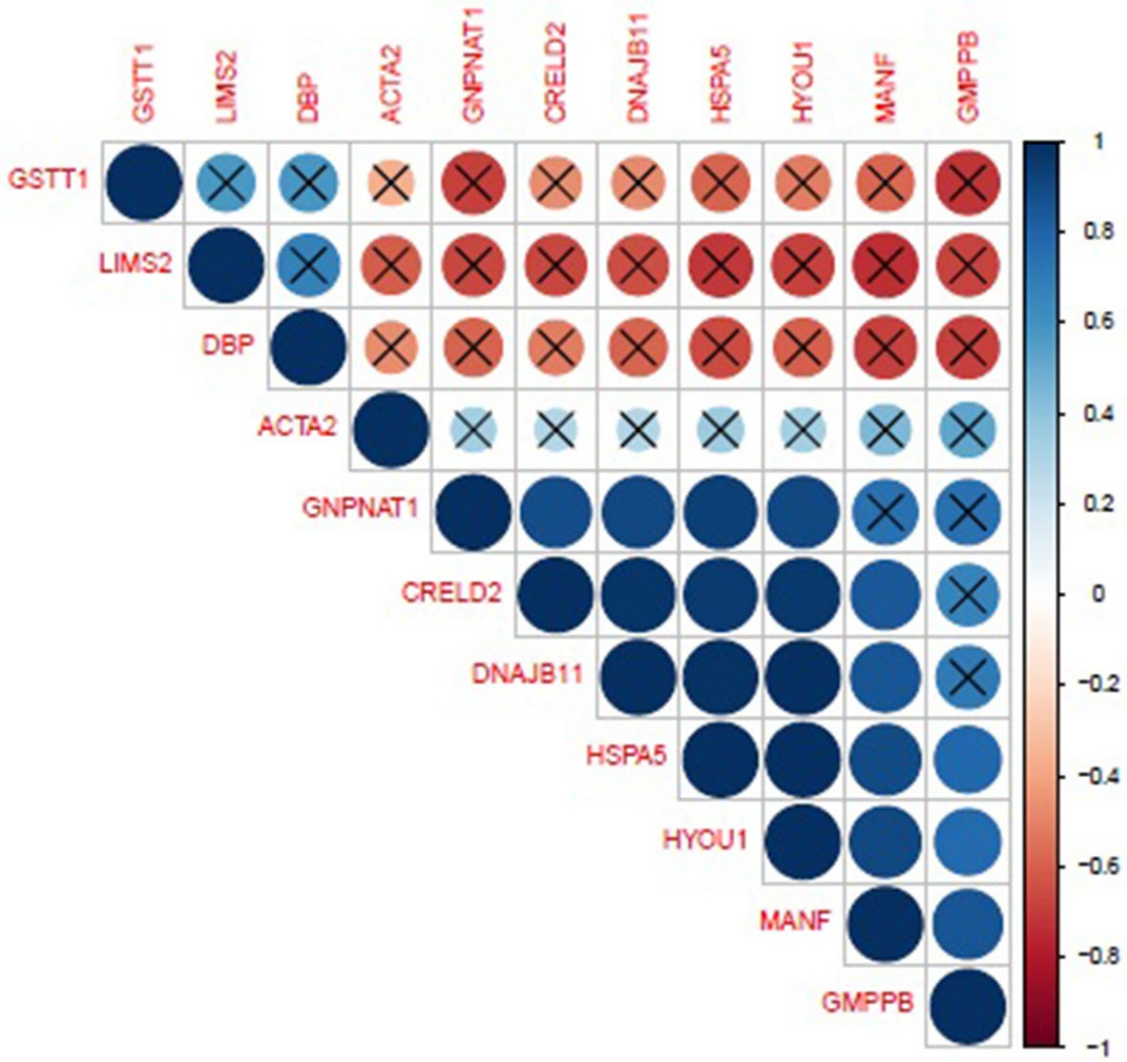
Correlogram highlighting the correlation between DEGs in skeletal muscle tissue from high and low RFI bulls. Visual representation of the correlation matrix highlighting the most correlated DEGs in hepatic tissue from high and low RFI bulls. Blue circles (correlation value 1) indicate a high correlation between DEGs while red circles (correlation value − 1) indicate no correlation between DEGs. Non-significant correlations are denoted as X. This image was generated through the use of the R (v3.4) Corrplot package^65^.

**Table 4:** Correlation between DEGs and RFI value in both heifers and bulls.

Gene	RFI (*r)*	*P*-value
**Heifer (skeletal muscle)**		
*COX1*	− 0.73599	0.0238
*ND5*	− 0.73766	0.0233
*ND6*	− 0.70876	0.0326
*cytb*	− 0.64221	0.0622
*COX3*	− 0.7102	0.032
**Bull (liver)**		
*GSTT1*	0.7391	0.0146
*DNAJB11*	− 0.8317	0.0028
*GNPNAT1*	− 0.95164	< 0.001
*LIMS2*	0.68633	0.0284
*DBP*	0.6169	0.0768
*HSPA5*	− 0.85863	0.0015
*HYOU1*	− 0.80702	0.0048
*ACTA2*	− 0.35935	0.3078
*MANF*	− 0.62913	0.0513
*GMPPB*	− 0.62534	0.0532
*CRELD2*	− 0.81414	0.0041

### Differentially expressed genes and pathway analysis

Functional analysis of DEGs in hepatic tissue of bulls revealed amino sugar and nucleotide sugar metabolism as well as processes associated with the endoplasmic reticulum to be affected by divergence in RFI (Table 5). 

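Table 5 gives terms without the genes behind each of them, so the genes *HSPA5*, *HYOU1*, *CRELD2*, *MANF* and *DNAJB11* were averaged here as a set of endoplasmic reticulum genes. Their mean log2 expression was 5.27 to 5.89 in the 5 high RFI bulls. Among the low RFI bulls it was 6.45 in 2659, 6.81 in 2669, 7.16 in 2712 and 6.81 in 2723, and in 2713 it was 5.42, within the range of the high RFI bulls. The difference of the means was 1.00 on the log2 scale (exact permutation test with n = 5 per group, p = 0.0317), and 0.987 among the 8 bulls with 4-digit tags. This mean was added after the values of its genes had been seen. The paper had listed its genes, and *GMPPB* and *GNPNAT1*, as higher in these low RFI bulls, which favours small p-values. For sugar metabolism, the genes taken were *GMPPB* and *GNPNAT1*, named in the paper as a GDP-mannose pyrophosphorylase and a glucosamine-phosphate N-acetyltransferase. *GMPPB* (ENSBTAG00000032026) was at 20.8 ± 3.99 CPM in high RFI and 30.6 ± 4.39 CPM in low RFI bulls (SD, n = 5 each), a log2 fold change of 0.594 (SE 0.144, limma adjusted p = 0.643). *GNPNAT1* (ENSBTAG00000005344) was at 13.4 ± 1.595 CPM and 19.6 ± 3.45 CPM (SD, n = 5 each), and each of the 5 low RFI bulls exceeded every high RFI bull (exact permutation test, p = 0.00794). Leaving out low RFI bull 2713 raised the log2 difference of the mean of the 5 genes most, to 1.28. From the terms enriched among the 11 genes, the paper reasons that both processes are affected by divergence in RFI.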

Functional analysis of heifer skeletal muscle DEGs indicated a role for oxidative phosphorylation and mitochondrial function towards divergence in RFI (Table 6). 

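All 5 genes entered into this enrichment for heifer skeletal muscle encode subunits of the mitochondrial electron transport chain. Their means in high RFI heifers ranged from 724 CPM (*ND6*) to 20944.8 CPM (*COX1*). Their log2 fold changes lay between 1.17 (*COX3*) and 1.56 (*ND5*). With library size only in place of the trimmed mean of M values, the range was 0.916 (*COX3*) to 1.30 (*ND5*). The files carry gene identifiers without names, so nuclear genes of oxidative phosphorylation were not analysed here. From the terms enriched among these genes, the paper reasons that oxidative phosphorylation and mitochondrial function have a role in divergence in RFI.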

All DEG were successfully mapped to a molecular or biological pathway and/or category in the Ingenuity Pathway analysis (IPA) database. DEGs were analysed and separated according to their biological function within IPA. The top canonical pathways affected by RFI in heifer skeletal muscle tissue and hepatic tissue of bulls are presented in Table 7. These included enriched pathways related to mitochondrial function and oxidative phosphorylation in heifers and Aldosterone Signalling, GDP-mannose Biosynthesis, Nuclear factor erythroid 2-related factor 2 (NRF2) mediated oxidative stress response, and Eukaryotic Initiation Factor 2 (EIF2) signalling in bulls.

**Table 5:** Enriched GO functions in hepatic tissue from bulls divergent for RFI.

GO term	Adj. *P *value
Regulation of response to endoplasmic reticulum stress	0.00926
Endoplasmic reticulum chaperone complex	0.0006678
Endoplasmic reticulum lumen	0.0008020
Endoplasmic reticulum	0.001742
Protein processing in endoplasmic reticulum	0.0143
Amino sugar and nucleotide sugar metabolism	0.03819

**Table 6:** Enriched GO functions in skeletal muscle from heifers divergent for RFI.

Term	Adj. *P*-value
Oxidoreductase activity	4.571E−05
Cellular respiration	1.736E−05
Electron transport chain	2.094E−05
Oxidative Phosphorylation	0.002167
Mitochondrial membrane	9.812E−06
Mitochondrion	0.0006311
Mitochondrial protein complex	0.008394
NADH dehydrogenase activity	0.01009
Membrane protein complex	0.008394
Inner mitochondrial protein complex	0.001441
ATP metabolic process	0.01944

**Table 7:** Canonical pathways derived from IPA analysis associated with divergence for RFI in bull hepatic tissue and heifer skeletal muscle tissue.

Canonical Pathway	*P* value
*Bull (liver)*	
Aldosterone signalling in epithelial cells	2.11E−03
GDP-mannose biosynthesis	2.54E−03
NRF2-mediated oxidative stress	2.83E−03
ILK signalling	2.92E−03
EIF2 signalling	3.70E−03
*Heifer (skeletal muscle)*	
Mitochondrial function	3.18E−11
Oxidative Phosphorylation	3.26E−09

## Discussion

Residual feed intake is a prime feed-efficiency trait to target within beef production systems; this is not only due to the moderate heritability of the trait but also due to its independence from production traits used to calculate it^20^. Furthermore, data from our own group provides evidence that RFI is a repeatable trait in beef cattle^11^. However, although well suited toward genetic propagation through genomic selection, insight into the underlying genes governing the trait are conflicting across studies^20,24^. This is undoubtedly due to the multifaceted nature of the trait as well as the influence of both animal and management factors toward the RFI phenotype. Additional individual experimental parameters may also be contributing to the lack of consistency across results, including for example, the measurement of the RFI phenotype and the length of the dietary intake test period^25^. Furthermore, RFI calculated within a specific population, as is the case in RFI transcriptional profiling studies, only reflects natural variation within that specific population, thus the level of divergence may be quite variable across different studies. In addition to these limitations, genomic selection models do not differentiate on the basis of gender, thus if molecular biomarkers are to be successfully employed for a trait it is essential to determine whether biological processes and specific key genes are regulating economically important traits such as RFI across differing gender types. Thus again the objective of this study was to evaluate any potential effects of differing gender to the underlying biological mechanisms regulating variation in RFI in both Simmental heifers and bulls. The animals used in the current study were from a purebred, well-characterised herd, reared as a contemporary group from birth with similar genetics, thus permitting a more equitable comparison of the effect of phenotypic RFI ranking. Our evaluations were focused towards both the liver and skeletal muscle tissue, the metabolic activities of which are both essential for overall body homeostasis and efficiency of an animal, with both organs being highly abundant in mitochondria^26^. Muscle accounts for approximately 50% of body mass and 25% of basal metabolic activity of an animal and plays an important role in resting energy expenditure^27^. Additionally, the liver is a highly oxidative organ accounting for 18–25% of total oxygen body consumption that is responsible for metabolising lipids, proteins and carbohydrates into biologically useful molecules^23^. We hypothesised that due to the metabolic importance of these organs, that variation in feed efficiency and energy expenditure (measured here using RFI) is likely to be reflected in the transcriptome of tissue from these organs. Understanding the essential biological processes contributing to variation in RFI is critical to elucidating the genetic basis, for this trait.

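For these tissues, the genes of Tables 2 and 3 were also tested singly, each in the tissue in which the other sex had it as a DEG. In bull muscle, the 5 genes of Table 2 had log2 fold changes between −0.0526 (*COX3*) and 0.734 (*ND5*), with SE of 0.538 to 0.691. Their exact permutation p-values were 0.222 to 0.960 (n = 5 per group), with the samples of over 10% liver profile kept. When 1 bull was left out, the fold changes ranged from 0.444 to 1.23 for *ND5*, 0.387 to 1.07 for *ND6* and 0.217 to 0.968 for *COX1*. They were 0.122 to 0.858 for *cytb* and −0.309 to 0.555 for *COX3*. The smallest unadjusted limma p over these fits, picked from several, lay between 0.00353 (*ND5*) and 0.140 (*COX3*). The result in bulls thus depended on single animals. The log2 difference of *COX1* was −0.102 among bulls with 4-digit tags and 0.840 among bulls with short tags. In heifer liver, 2 of the 11 genes of Table 3 had an exact permutation p below 0.05 after Benjamini-Hochberg adjustment. These were *GMPPB* and *HYOU1*, both with p = 0.00794 and an adjusted p of 0.0437, and both lower in all 5 low RFI heifers than in every high RFI heifer (exact permutation tests, n = 5 per group). The log2 differences within heifers with 4-digit tags and with short tags were −0.845 and −0.922 for *GMPPB*, and −0.919 and −0.834 for *HYOU1*. The short tags held only 1 high RFI sample against 3 low RFI samples, among them L58 and L16 with a muscle profile. The 4-digit tags included high RFI sample 2728, with 49.5% of the muscle profile. The other genes had adjusted exact permutation p-values of 0.0873 to 0.913. With limma all 11 genes had an adjusted p of at least 0.665 in heifer liver. Without the 3 heifer liver samples with over 10% of the muscle profile, an alternative chosen after the files had been seen, the log2 fold change of *GMPPB* moved from −0.940 to −0.669 and that of *HYOU1* from −0.874 to −0.577. The RFI values that the paper sets beside the absence of DEGs are not in the files analysed here.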

Although the RFI values pertaining to the animals used in this study showed clear significant divergence between high and low-RFI groups in both heifers and bulls, we failed to identify any DEGs within the liver tissue of the heifers and the skeletal muscle tissue of the bulls. Similarly, other studies evaluating the molecular control of RFI divergence in crossbred steers reported no DEGs following correction for multiple testing^28–30^. 

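The difference between bulls and heifers was tested directly as an interaction of sex and RFI group with limma over the 20 samples of a tissue. With limma, 0 of 7045 genes in liver and 0 of 5358 genes in muscle passed the threshold of the main fits. Leaving out 1 animal at a time moved the count in liver most, to 2 genes (*HYOU1* and *GMPPB*) without low RFI bull 2713. For the 16 genes of Tables 2 and 3, the RFI labels were permuted within each sex (63504 relabellings). The low minus high RFI difference of bulls exceeded that of heifers by 2.31 for *HSPA5*, 1.96 for *HYOU1*, 1.88 for *MANF*, 1.53 for *GMPPB*, 1.52 for *DNAJB11*, 1.51 for *CRELD2* and 1.42 for *GNPNAT1* on the log2 scale. Their permutation p-values after Benjamini-Hochberg adjustment over the 16 genes were between 0.00101 (*GMPPB*) and 0.0343 (*CRELD2*). These genes had been listed by the paper for a difference in bulls, which favours a difference between the sexes. For the mean of *HSPA5*, *HYOU1*, *CRELD2*, *MANF* and *DNAJB11*, 2 of the alternatives are given here. All alternatives for this mean were added after its results had been seen. Without the 3 heifer liver samples with over 10% of the muscle profile, the sexes differed by 1.34 (permutation within each sex, p = 0.00624), and the difference within heifers moved from −0.832 to −0.341 (exact permutation test with 4 high against 3 low RFI heifers, p = 0.2). With 4-digit tags only, the sexes differed by 1.62 (permutation within each sex, p = 0.025), but these animals include high RFI heifer 2728, which had 49.5% of the muscle profile and the highest mean of the 10 heifers, 6.30. The remaining 4 liver genes and the 5 mitochondrial genes in muscle had adjusted permutation p-values of 0.119 to 0.805. From gene lists that differ between the sexes and the tissues, the paper concludes that the effect of RFI is inconsistent across both.

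**Figure D2:**
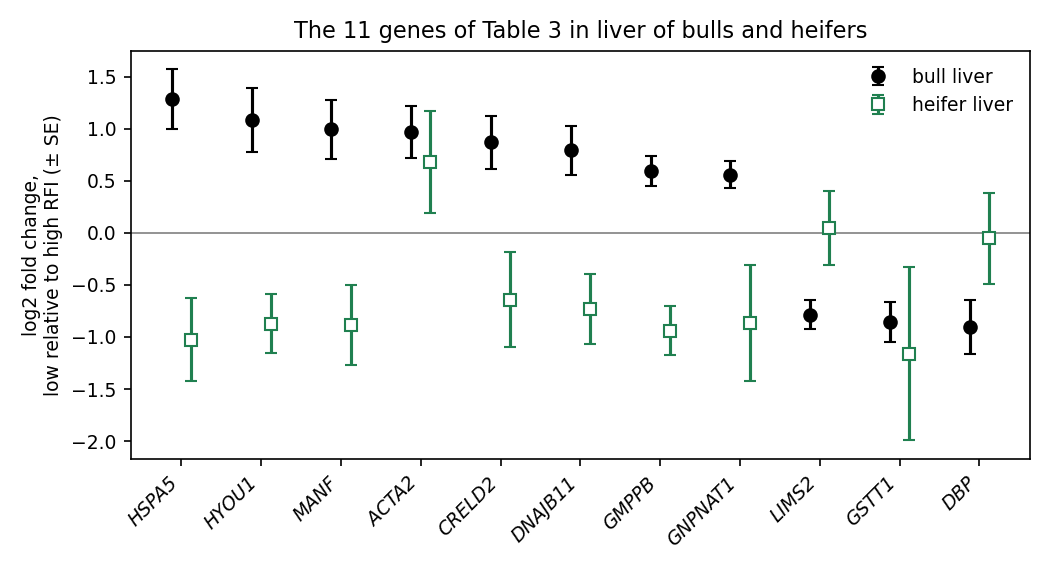
Log2 fold change, low relative to high RFI, of the 11 genes of Table 3 in liver of bulls (filled circles) and heifers (open squares), with bars for ± 1 SE from limma and n = 5 per group. *HSPA5* lies at 1.28 in bulls and −1.03 in heifers.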

Therefore, the main observation of the current study is the inconsistent effect of RFI across (1) gender and (2) tissue for DEG profiles despite a 10% and 15% difference in DMI between high and low RFI heifers and bulls, respectively, with no difference in ADG in the current study. While both genders were of similar age and were reared under the same conditions, it is apparent that there was some divergence in the actual physiological stage of development, as might be expected, between bulls and heifers at the time of sample collection. Similarly, in a targeted gene expression study, complementary to this current study, we observed a significant effect of gender on the expression of lipogenesis genes within the subcutaneous adipose tissue, this is despite there being no significant difference in subcutaneous fat measurements^31^. Typically, heifers display earlier physiological maturity when compared to bulls of the same age, thus the identification of a gender effect in an energy storage accretion tissue such as adipose tissue was perhaps unsurprising, however the potential effect of physiological age and stage of maturity on metabolic tissues at the same age in the current study was potentially unexpected. 

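As a check across all genes, the low minus high RFI differences of bulls were correlated with those of heifers. Pearson's r across the 7045 genes of liver was −0.0315, and 96 of all splits of the heifers into 5 and 5 gave a correlation at least as large in size (permutation p = 0.762). Across the 5358 genes of muscle r was −0.0501, which 120 of the splits reached (permutation p = 0.952). Genes are not independent replicates, so both p-values come from permuting animals. Leaving out high RFI heifer 2628 moved the correlation in muscle most, to −0.395 (permutation p = 0.262). From DEGs found in 1 sex only, the paper reasons that these genes will hardly predict genetic potential for RFI in both sexes.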

Our results indicate that it will be unlikely that the key genes derived from the tissues examined in this study will be accurate predictors of genetic potential for RFI across gender. 

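Each comparison rested on 5 against 5 animals, for which an exact permutation p cannot fall below 0.00794. The depth of single samples was 2368340 to 60929308 reads. Leaving out low RFI bull 2713, whose liver sample had the lowest depth, changed the number of genes with limma adjusted p < 0.1 from 0 to 7, whereas leaving out any other bull gave at most 1. For *HSPA5*, *HYOU1*, *CRELD2*, *MANF* and *DNAJB11*, this sample was below the lowest other low RFI bull by more than the sampling noise of its reads (exact binomial tests, largest p = 0.00023 for *CRELD2*, with 35 reads). The residual SD of the median gene in bull liver was 0.210 on the log2 scale, compared with 0.444 to 0.583 in the other comparisons. From limits in sample size and sequencing depth, the paper allows that greater differences were missed.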

However, it is possible that greater differences may have been apparent at the molecular level, had sample-size and sequencing depth been greater. Moreover, the low number of genes identified in the current study does not mean that other tissues or organs within the body may provide more comparable results and thus reliable biomarkers, based on animal age and not physiological age or stage of development. Despite this, we determined possible molecular mechanisms and biological functions influencing RFI in beef cattle within tissue and gender subgroups. These data highlight a relationship between RFI and the transcriptomic networks involved in mitochondrial function in the skeletal muscle of heifers and evidence for a relationship between RFI and the aldosterone signalling pathway and the NRF2 mediated oxidative stress pathway in hepatic tissue of bulls.

We identified 5 genes that were statistically differentially expressed in skeletal muscle of high and low RFI heifers. Although we did not identify large numbers of DEGs, the level of transcriptional differences are consistent with the findings of other previously published RFI based studies^32–34^. Among the 5 DEGs, all 5, *COX1 (cytochrome c oxidase subunit 1), ND5 (NADH-dehydrogenase 5), ND6 (NADH-dehydrogenase 6), CYTB (cytochrome b),* and *COX3 (cytochrome c oxidase subunit 3),* were up-regulated in low RFI heifers compared to their high RFI counterparts. 

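Of the remaining genes of Table 2, *ND6* (ENSBTAG00000043546) was at 724 ± 182 CPM in high RFI and 2082 ± 1738 CPM in low RFI heifers (SD, n = 5 each), and all 5 low RFI heifers were above every high RFI heifer (exact permutation test, p = 0.00794). *cytb* (ENSBTAG00000043550) was at 5868 ± 1928 CPM and 14105.6 ± 9756 CPM, and *COX3* (ENSBTAG00000043560) at 7964 ± 1566 CPM and 16066.7 ± 7669 CPM (SD, n = 5 each). For both, 4 of the 5 low RFI heifers exceeded every high RFI heifer (exact permutation tests, p = 0.0159). Log2 fold changes were 1.53 (SE 0.440) for *ND6*, 1.38 (SE 0.430) for *cytb* and 1.17 (SE 0.352) for *COX3*, all with a limma adjusted p of 0.999. Within heifers with 4-digit tags the log2 differences of these 3 genes were 1.09 to 1.36, and within heifers with short tags 1.30 to 1.79. Leaving out low RFI heifer M70 lowered *ND6* most, to a log2 fold change of 1.07.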

Additionally, all of these genes were significantly associated with RFI, with the exception of *cytb*, which only tended towards a significant association, further indicating a role for these genes to RFI variation in the skeletal muscle tissue of heifers. Interestingly all of these genes are components of the electron transport chain (ETC) in the mitochondrial inner membrane and are of major importance to overall energetic efficiency. *ND5* and *ND6* are subunits of the enzyme complex NADH dehydrogenase (ubiquinone) or complex I of the ETC. *CYTB* is the main subunit of coenzyme Q: cytochrome c–oxidoreductase or complex III of the ETC. *COX1* is the main subunit of cytochrome c oxidase or otherwise known as complex IV of the ETC and *COX3 is* a transmembrane subunit of this same complex. Previous transcriptomic experiments have reported a relationship between DEGs related to the complexes of ETC and RFI^12,35^. For example, increased levels of *COXII* (complex IV) and NADH dehydrogenase subunits have been shown to be associated with efficient animals at both the protein and transcriptome level^12,35–38^. However, although genes of the ETC have previously been reported in relation to variation in RFI, this is the first report of an up-regulation of *COX1, ND5, ND6, CYTB* and *COX3* in skeletal muscle tissue of cattle of low vs. high RFI. The lack of commonality of specific key genes underlying processes such as ETC to RFI phenotype may be due to the differences in breed types employed across studies, with Simmental cattle utilised in the current study. For example, in a study examining the effect of various breeds on the molecular control of RFI in liver tissue, Mukiibi et al.^21^ recorded only 5 genes as commonly differentially expressed across three differing breed types, however an evaluation of the biological processes showed a clear commonality for the underlying biological control of RFI irrespective of breed, but with different key genes dependent on the breed type^21^.

Using gene ontology (GO) enrichment analysis, we identified important processes underlying feed efficiency variation in skeletal muscle of heifers. These included functions related to mitochondrial metabolism, in particular oxidative phosphorylation. Similarly, the top canonical pathways identified by IPA were mitochondrial function and oxidative phosphorylation. 

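In skeletal muscle of heifers, the 5 genes of Table 2 together took 3.76 ± 0.867% of CPM (SD, n = 5) in the high RFI group and 8.69 ± 5.43% (SD, n = 5) in the low RFI group. The difference of 4.93 percentage points was larger than that of most assignments of the heifers to groups (exact permutation test, p = 0.0159). The paper had listed these 5 genes as higher in these low RFI heifers, which favours such a difference. Low RFI heifer M70 had a share of 18.2%, and the other low RFI heifers had 4.596 to 7.58%, against 2.72 to 5.08% in high RFI heifers. The log2 ratio of this share to all other reads differed by 0.966 among the 6 heifers with 4-digit tags and by 1.40 among the 4 heifers with short tags. Leaving out M70 moved the difference most, to 2.55 percentage points (exact permutation test with 4 against 5 heifers, p = 0.0238). From the direction of these genes and the enriched pathways, the paper concludes that low RFI animals have a greater capacity for mitochondrial function.

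**Figure D3:**
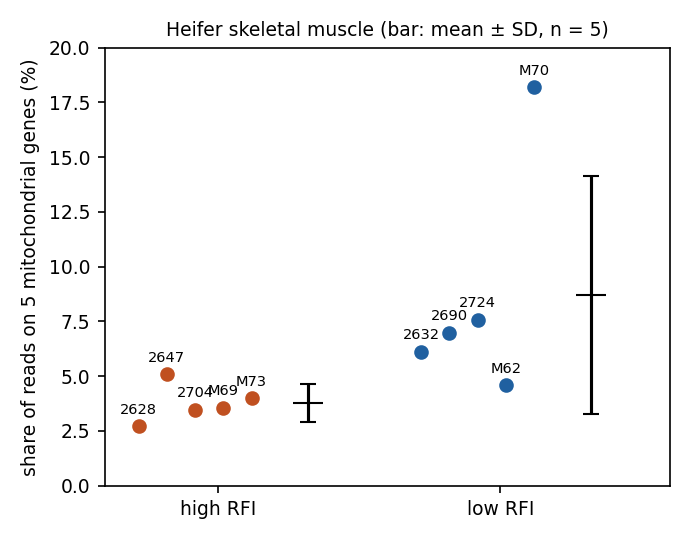
Share (%) of CPM on the 5 mitochondrial genes of Table 2 in skeletal muscle of each high and low RFI heifer (points, with the animal's tag), with the mean and SD of each group (n = 5). The high RFI heifers lie between 2.72 and 5.08%, and low RFI heifer M70 lies at 18.2%.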

Taken together, these analyses highlight a greater capacity for mitochondrial function in the low RFI animals. The relationship between mitochondria and RFI has been addressed previously and mitochondrial dysfunction and oxidative stress have been implicated as contributing to variation in feed efficiency across varying species^12,35,39–42^. Mitochondria are highly dynamic organelles that are responsible for 90% of the energy production in the body and are major reactive oxygen species (ROS) regulators^43^. It seems likely that variation in mitochondrial function could contribute to variation in energy utilisation. Furthermore, it has been demonstrated that feed efficient animals exhibit greater capacity to modulate conditions of oxidative stress^44^. Feed efficient animals have been shown to have a higher activity of all enzymes of the ETC across multiple species including broilers and lambs^39,40,42^ and the present study focused on cattle is in agreement with this. 

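By complex, the log2 fold changes in heifer muscle were 1.56 (*ND5*) and 1.53 (*ND6*) for complex I, 1.38 (*cytb*) for complex III, and 1.32 (*COX1*) and 1.17 (*COX3*) for complex IV. Their SE were 0.352 to 0.491, and the genes were not tested against each other. Without low RFI heifer M70 all 5 fell, the lowest to 0.874 (*COX3*). From the lower expression of these subunits in high RFI heifers, the paper infers an impaired oxidative phosphorylation system in the less efficient animals.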

The DEG in the current study encode proteins involved in Complexes I, III and IV of the ETC indicating an impaired oxidative phosphorylation system in the skeletal muscle of the less efficient heifers. These results complement previous research suggesting an association between decreased respiration capacity and increased ROS production in less efficient animals^40,45^. Moreover, the results of the present study are reinforced by the observation of Kong et al.^38^ in which the mitoproteome was skewed towards high feed efficiency birds despite no difference in mitochondrial DNA between phenotypes, suggesting an increase in mitochondrial activity in the high feed efficiency phenotype^38^.

Within the hepatic tissue of bulls we identified 11 DEGs, 8 of which were up-regulated in the low RFI animals. These included; *HSPA5 (78 kDa glucose –regulated protein precursor)*, *CRELD2 (cysteine rich with EGF like domains 2)*, *HYOU1 (hypoxia up-regulated protein 1 precursor)*, *MANF (mesencephalic astrocyte derived neurotrophic factor)*, *ACTA2 (actin, alpha2, smooth skeletal muscle, aorta)*, *ENSBTAG00000003151 (DNAJ heatshock protein family (Hsp40) member B11, GMPPB (GDP-mannose pyrophosphorylase B)*, *GNPNAT1 (glucosamine-phosphate N-acetyltransferase 1)*. 

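Of these genes, *CRELD2* (ENSBTAG00000047801) was at 16.6 ± 2.66 CPM in high RFI and 32.1 ± 13.5 CPM in low RFI bulls (SD, n = 5 each). *HYOU1* (ENSBTAG00000010322) rose from 46.6 ± 9.93 CPM to 104 ± 45.5 CPM, and *MANF* (ENSBTAG00000031797) from 38.9 ± 9.44 CPM to 79.4 ± 29.0 CPM. *ACTA2* (ENSBTAG00000014614) rose from 32.3 ± 6.68 CPM to 65.1 ± 28.6 CPM, and *DNAJB11* (ENSBTAG00000003151) from 26.7 ± 4.13 CPM to 47.8 ± 18.3 CPM (SD, n = 5 each). In each of these 5 genes, 4 of the 5 low RFI bulls were above every high RFI bull. Their log2 fold changes were 0.791 (*DNAJB11*, SE 0.238) to 1.08 (*HYOU1*, SE 0.305), with a limma adjusted p of 0.643 for all. Exact permutation p-values with n = 5 per group were 0.0159 for *ACTA2*, 0.0317 for *MANF* and 0.0397 for *CRELD2*, *HYOU1* and *DNAJB11*. Among the 8 bulls with 4-digit tags the log2 differences were 0.728 to 1.09. With the share of the other tissue's profile as a covariate, *HYOU1* rose most, to a log2 fold change of 1.42. This covariate was chosen after the files had been seen and acts mainly on low RFI bull 2713, where the share was largest. Leaving out this bull gave 1.41.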

Three genes were down-regulated in the low RFI bulls. These included; *LIMS2 (LIM zinc finger domain containing 2)*, *GSTT1 (glutathione S-transferase theta 1)*, *DBP (D-box binding PAR bzip transcription factor)*. 

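Besides *LIMS2*, expression of *GSTT1* (ENSBTAG00000000170) was 18.1 ± 3.37 CPM in high RFI and 9.37 ± 2.81 CPM in low RFI bulls (SD, n = 5 each). Every low RFI bull was below every high RFI bull (exact permutation test, p = 0.00794), and the log2 fold change was −0.859 (SE 0.190, limma adjusted p = 0.643). For *DBP* (ENSBTAG00000006754) the means were 53.3 ± 24.8 CPM and 25.4 ± 5.88 CPM (SD, n = 5 each). On the scaled log2 values, 4 of the 5 low RFI bulls lay below every high RFI bull (exact permutation test, p = 0.0159). By unscaled CPM, low RFI bulls 2659 (31.8) and 2713 (30.8) both exceeded high RFI bull 2701 (29.9). The log2 fold change of *DBP* was −0.907 (SE 0.258, limma adjusted p = 0.643), and leaving out high RFI bull 2703 moved it most, to −0.683. Among the 8 bulls with 4-digit tags the log2 difference was −0.806 for *GSTT1* and −0.834 for *DBP*.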

*HSPA5*, *CRELD2*, *HYOU1*, *ACTA2*, *DBP, MANF,* and *GSTT1* have previously been implicated in variation in feed efficiency^21–23,33,35,44,46–49^ and are potential candidate biomarkers for this complex trait. Furthermore, *HSPA5*, *CRELD2*, *HYOU1* and *GSTT1* were all significantly associated and *MANF* tended towards a significant association with RFI phenotype further implicating the importance of these key genes to RFI, not only to the bulls used in the current study but to other cohorts of cattle divergent for RFI status. Gene ontology analysis of hepatic tissue in bulls identified terms including those related to amino sugar and nucleotide sugar metabolism as well as others related to endoplasmic reticulum protein processing as significantly enriched. Additionally, Ingenuity pathway analysis identified Aldosterone Signalling in Epithelial cells, GDP-mannose Biosynthesis, NRF2 mediated Oxidative Stress Response and EIF2 Signalling as the top canonical pathways related to RFI in bull hepatic tissue. The results of the GO enrichment and IPA analysis indicate that oxidative response, protein processing and cell signalling in the liver are likely to be processes that are influencing variation in feed efficiency.

The aldosterone signalling pathway was identified by IPA as the top canonical pathway due to the up-regulation of the genes *HSPA5* and *DNAJB11* in the hepatic tissue of low RFI bulls. 

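In liver of the 10 bulls, log2 expression of *HSPA5* and *DNAJB11* rose and fell together, with Pearson's r of 0.975 and Spearman's rho of 0.891 (permutation tests with 100000 resamples, Benjamini-Hochberg adjusted p = 0.00055 and 0.00804 over 55 pairs). With the mean of each RFI group removed r was 0.966. Without the 2 bulls farthest from the median of *HSPA5* it was 0.955, and among the 8 bulls with 4-digit tags it was 0.975. From the higher expression of both genes in low RFI bulls, the paper derives the aldosterone signalling pathway as its top canonical pathway.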

Aldosterone is secreted by the adrenal glands and has a major role in electrolyte and fluid homeostasis. The aldosterone signalling pathway has been implicated in feed efficiency previously in the spleen of inefficient animals^30^ and, interestingly, a GWAS analysis with cattle identified this pathway to be associated with variation in feed conversion ratio^50^. The protein encoded by *HSPA5* is a member of the *HSP70* family and as this protein interacts with many endoplasmic reticulum (ER) proteins it is likely to be important in monitoring protein transport through the cell^51^. *DNAJB11* as a member of the DNA-J family of proteins is involved in the correct folding of proteins^52^. Specifically DNAJB11 is involved in protein processing and metabolism of proteins and serves as a co-chaperone for *HSPA5* in the ER^49^. One of the many functions of this family of proteins is to stabilize new proteins by ensuring correct folding or by helping refold proteins that have already been damaged by cellular stress. Both *DNAJB11* and *HSPA5* have been implicated with feed efficiency previously^23,30,44,53^. In agreement with the current study, other work from our group^54^ observed that animals undergoing compensatory growth with concomitant improvements in feed efficiency have a higher hepatic transcript abundance of *DNAJB11* and *HSPA5*. Similarly, an up-regulation of *HSPA5* was observed in the hepatic tissue of low RFI animals by Paradis et al.^33^. Taken together these results are indicative of a greater capacity in controlling cellular function and organisation as well as protein metabolism in more feed efficient animals.

NRF2 mediated oxidative stress response was also observed to be an overrepresented pathway in the hepatic tissue of high RFI bulls in the current study due to the up-regulation of the genes *GSTT1* and *DBP*. 

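The expression of *GSTT1* and *DBP* in liver of the 10 bulls had a Pearson's r of 0.656 and a Spearman's rho of 0.806 (permutation tests with 100000 resamples, Benjamini-Hochberg adjusted p = 0.0547 and 0.0212 over 55 pairs). After the mean of each RFI group was removed r fell to 0.175. Without the 2 bulls farthest from the median of *GSTT1* it was 0.632. Among the 8 bulls with 4-digit tags r was 0.620. From the higher expression of both genes in high RFI bulls, the paper derives the NRF2 mediated oxidative stress response.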

NRF2 is a member of the cap ‘n’ collar basic region leucine zipper (cnc bZip) group of transcription factors^55^. This transcription factor is ubiquitously expressed in tissues but is only activated in response to a range of oxidative and electrophilic stimuli including ROS, antioxidants, glucose induced oxidative damage, heavy metals, and certain disease processes^55–57^. This canonical pathway has previously been associated with feed efficiency in a number of studies^28,48,49,53,58^. *GSTT1* is a member of the glutathione *S*-transferase family and is involved in metabolism of xenobiotics and in catalysing reactions between the antioxidant glutathione and a host of potentially toxic compounds, highlighting it as an important homeostatic molecule^59^. The glutathione S-transferase family has previously been implicated in feed efficiency in various species^28,48,49,53,58^. In agreement with the current study, Chen et al.^49^ and Lindholm-Perry et al.^28^ observed an up-regulation of these genes in feed inefficient cattle. *DBP* is a protein coding gene and amongst its cited functions is activation of circadian gene expression. Gene ontology annotations related to this gene include transcription factor activity, sequence-specific DNA binding and transcriptional activator activity and RNA polymerase II core promoter proximal region sequence-specific binding^60^. Additionally, *DBP* was also implicated as contributing to variation in RFI phenotype through the network analysis reported by Weber et al.^22^. Similarly, it has been shown that mice with increased FE have a lower expression of *DBP*^61^ which is in agreement with the present study. Taken together, our work and that of the aforementioned authors, suggest that less efficient animals are exhibiting an increased oxidative stress, reflected in their increased anti-oxidation activities.

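Of the genes named here, *HSPA5*, *CRELD2*, *HYOU1* and *MANF* had log2 fold changes of 1.28, 0.867, 1.08 and 0.992 in bull liver, and *GSTT1* had −0.859. None had a limma adjusted p < 0.1 with all 10 bulls. Without low RFI bull 2713 the limma adjusted p was 0.0345 for *HSPA5* and *HYOU1*, and 0.0401 for *CRELD2* and *MANF*. *GSTT1* did not pass without this bull, and its log2 fold change moved to −0.726. The RFI value of each bull is not in the files analysed here, so the association with RFI itself was not recomputed.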

The differential expression and significant association of *HSPA5, CRELD2, HYOU1, GSTT1* and *MANF* with RFI in the present study are also noteworthy as all six genes have been previously observed as differentially expressed in relation to feed efficiency in cattle^21,22,44,49,62^. While the biological significance of these genes in relation to feed efficiency remains unclear, due to their consistent presence in the literature, they should not be ruled out as potential biomarkers for this trait.

## Conclusion

The present study contributes to the published knowledge base regarding the transcriptomic regulation of variation in feed efficiency. Our work, in combination with that of others as previously mentioned, highlights common genes underpinning feed efficiency in cattle, as measured by RFI, regardless of breed or genetic background. RNA-seq analysis is an exploratory approach that provides new hypotheses to be further investigated by other complementary approaches including global proteomics and ultimately, potential variation in the genes identified in this study may provide a basis for the selection of candidate biomarkers for the RFI trait and, following appropriate validation, contribute to genomic selection breeding programmes to improve feed efficiency in beef cattle. 

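Between the sexes, 7 liver genes of Table 3 passed the permutation test for a difference in the RFI effect (*HSPA5*, *HYOU1*, *MANF*, *GMPPB*, *DNAJB11*, *CRELD2* and *GNPNAT1*). All were higher in low RFI bulls and lower in low RFI heifers. The paper had listed them for a difference in bulls, and in the limma interaction 0 of 7045 liver genes passed. In heifers, the log2 fold changes of the 7 genes were −1.03 to −0.644, with SE of 0.236 to 0.559. Among heifers with 4-digit tags the log2 differences were −0.919 (*HYOU1*) to 0.0219 (*GNPNAT1*). Among those with short tags they were −1.71 (*GNPNAT1*) to −0.678 (*CRELD2*), with only 1 high RFI sample against 3 low RFI samples. Of the samples with a muscle profile, low RFI L58 and L16 had short tags and high RFI 2728 had a 4-digit tag. Without the 3 heifer liver samples with over 10% of the muscle profile, an alternative chosen after the files had been seen, *CRELD2* changed sign to 0.0964 and *GNPNAT1* moved to −0.0486. In skeletal muscle, the share of CPM on the 5 mitochondrial genes rose by 4.93 percentage points in heifers and by 0.0141 in bulls, and no difference between the sexes was detected (permutation within each sex, p = 0.314). The value in bulls depended on high RFI bull 2641, whose share was 20.3%. Without this bull the difference in bulls was 3.14 percentage points (exact permutation test, p = 0.0159), the largest of the 10 differences with 1 bull left out, and the difference of medians over all 10 bulls was 3.16 (exact permutation test, p = 0.119). Without the 4 bull muscle samples with over 10% of the liver profile, the difference of means was −0.522 (exact permutation test, p = 1.0). This alternative was chosen after the files had been seen. It kept bull 2641, and its 15 assignments were too few for a small p. The remaining low RFI bulls, 2723 (7.84%) and M67 (8.20%), lay above the other remaining high RFI bulls (3.41 to 5.94%). From the lists of DEGs found in each sex, the paper takes the inconsistency across genders as its key message.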

However, the key message from this work highlights the inconsistency in gene expression profiles across genders of the same genetic merit. While this inconsistency may be explained by the differences in physiological maturity of the two genders, it indicates that extensive further investigation is required before biomarker selection for RFI can be adopted.

## Methods

All procedures involving animals in this study were conducted under an experimental licence from the Health Products Regulatory Authority in accordance with the cruelty to Animals Act 1876 and the European Communities (Amendment of Cruelty to Animals Act 1876) Regulation 2002 and 2005.

### Animal model

The animals used in this study were derived from a purebred herd of Simmental cattle originally established to examine various aspects of the biological control of the RFI trait and which has been well characterised to date in the published literature^13–19^. Briefly, purebred Simmental beef cattle derived from a herd phenotypically ranked on RFI were used for the current study^31^. Based on RFI phenotype the highest (n = 20) and lowest (n = 20) ranking cows and heifers were bred to pedigree Simmental sires with estimated breeding values for high and low RFI (see Crowley et al.^4^), respectively, through artificial insemination and multiple ovulation/embryo recovery technologies. There was no crossover of sires used across both cohorts of donor females. Resultant embryos were transferred to crossbred beef heifer recipients and the resulting calves (bulls, n = 16; heifers n = 18) were used for the current study. Pregnant heifers were managed under standard protocols and following calving were allowed to suckle their calves for a period of up to 7 days. In order to standardise rearing, calves were then abruptly weaned and were subsequently reared on an electronic calf feeder. Briefly calves were offered milk replacer (MR; Blossom Easymix; Volac, Co. Cavan, Ireland) and concentrate in pelleted form using an electronic feeding system (Vario; Foster-Tecknik, Engen, Germany), which recorded all feed-related events including intake of both MR and concentrate, drinking speed, as well as number of rewarded (when calves receive milk) and unrewarded (no milk dispensed) visits to the machine. Calves were subsequently weaned at 10 weeks of age and were offered concentrate and hay on a 50:50 dry matter basis until turnout to pasture at approximately six months of age. At approximately 15 months of age all cattle (n = 34) were housed within pens of between 5–7 animals/pen in a slatted floor shed. Cattle were fed once daily (0800 h) and were offered ad libitum concentrate (860 g/kg rolled barley, 60 g/kg soya bean meal, 60 g/kg molasses and 20 g/kg minerals/vitamins) and 3 kg grass silage to retain ruminal function. The animals had an acclimatisation period of 14 days to the ad libitum regime and test facilities before the experimental recoding period commenced. Feed intake was recorded daily and BW was recorded twice weekly. The recording period lasted 70 days. Concentrates and silage offered were sampled three times weekly and samples were stored at − 20 °C pending laboratory analysis. Samples of concentrates and silage were subsequently pooled on a weekly basis for DM determination. Concentrate samples were dried in an oven with forced-air circulation at 98 °C for 16 h for DM determination and forage samples dried at 40° for 48 h.

### Statistical analysis

Average daily live weight gain during the RFI measurement period for each animal was computed as the coefficient of the linear regression of BW (kg) on time (d) by using the GLM procedure of SAS 9.1 (SAS Inst. INC., Cary, NC). Mid-test metabolic BW (MBW) was represented as BW^0^^.75^ 35 d before the end of the test which was estimated from the intercept and slope of the regression line. Residual feed intake was calculated for each animal as the difference between actual DMI and expected DMI. Expected DMI was computed for each animal using a multiple regression model, regressing DMI on MBW, ADG and mean lumbar BF change. Animals were ranked within gender and following a power analysis utilising RFI phenotype data previously generated by our group^13–19^, a total of 5 animals per group was required for statistical analysis, thus the most extreme animals for high RFI (n = 5) and low RFI (n = 5) in each heifer and bull group were selected for further analysis.

### Biopsy sample collection

*M.longissimus thoracis et lumborum* (skeletal muscle) biopsies were harvested as described by Kelly et al.^12^ and hepatic tissue was collected by percutaneous punch biopsy as described by McCarthy et al.^63^ from animals deemed high and low RFI under local anaesthetic (5 mL Adrenacaine, Norbrook Laboratories (Ireland) Ltd.) at the end of the RFI measurement period. All surgical instruments used for tissue collection were sterilised and treated with 70% Ethanol and RNaseZap (Ambion, Applera Ireland, Dublin, Ireland). *M.longissimus thoracis et lumborum* biopsies were snap frozen in liquid nitrogen directly after collection and hepatic tissue biopsies were washed in sterile phosphate buffered saline and snap frozen in liquid nitrogen. All samples were subsequently stored at − 80 °C for long-term storage pending further processing.

### RNA isolation and purification

Total RNA was isolated from 50 mg of biopsy samples using QIAzol (Qiagen, UK). Tissue samples were homogenised in 1 mL of QIAzol reagent using a rotor-strator tissue lyser (Qiagen, UK) and chloroform (Sigma-Aldrich Ireland, Dublin, Ireland). RNA was subsequently precipitated and purified using the RNeasy plus Universal kit (Qiagen, UK) according to the manufacturer’s guidelines, which included a step to remove any contaminating genomic DNA. The quantity of the RNA isolated was determined by measuring the absorbance at 260 nm using a Nanordrop spectrophotometer ND-1000 (Nanodrop Technologies, Wilmington, DE, USA). RNA quality was assessed on the Agilent Bioanalyser 2100 using the RNA 6000 Nano Lab Chip kit (Agilent Technologies Ireland Ltd., Dublin, Ireland). RNA quality was also verified by ensuring all RNA samples had an absorbance (A260/280) of between 1.8 and 2.0 and RIN (RNA integrity number) values of between 8 and 10 were deemed high quality. Any samples that had an (A260/280) absorbance of less than 1.8 were cleaned using Zymo Research RNA clean & concentrator kit (Cambridge Biosciences, UK). High quality RNA samples were selected for cDNA synthesis.

### cDNA library preparation and sequencing

cDNA libraries were prepared from high quality RNA following the manufacturer’s instructions using the Illumina TruSeq mRNA sample prep kit (Illumina, San Diego, CA, USA). For each sample, 1 μg of RNA was used for cDNA library preparation. Resultant cDNA libraries were validated on the Agilent Bioanalyser 2100 using the DNA 1000 Nano Lab Chip kit. cDNA concentration was assessed using Nanordrop spectrophotometer ND-1000 (Nanodrop Technologies, Wilmington, DE, USA) and samples with > 25 ng/μl were deemed suitable for further analysis. Following quality control procedures, individual RNAseq libraries were pooled based on their respective sample-specific 6 bp adaptors and sequenced at 100 bp/sequence single-end read using and Illumina HiSeq 2500 sequencer. Approximately 22.4 million sequences per sample were generated.

### RNAseq data analysis

FASTQC software (v0.11.5) was used to check the quality of the raw sequencing reads. Input reads were then aligned to the bovine reference genome (UMD3.1) using STAR (v2.5.1). HTSeq (v0.6.1p2) software was used to calculate the number of sequenced fragments overlapping all protein-coding genes from the ENSEMBLv88 annotation of the bovine genome. The number of counts of reads mapping to each annotated gene from HTSeq was then collated into a single file and used for subsequent differential gene expression. The R (v3.4) Bioconductor package, EdgeR (v3.5)^64^, which uses a negative binomial distribution model to account for both biological and technical variability, was applied to identify statistically significant DEGs. The analysis was undertaken using moderated tagwise dispersion. An adjusted p value < 0.1 (Benjamini–Hochberg adjustment) was applied as a threshold to call genes with differential expression levels. The R (v3.4) Corrplot package^65^ was used to visualise the correlation matrices pertaining to the DEGs passing multiple correction for each comparison. Gene expression results for DEGs identified through transcriptional profiling were also correlated with RFI value, to determine potential associations between the DEGs and RFI. Correlations were undertaken using the CORR procedure in SAS 9.1 (SAS Inst. INC., Cary, NC).

### Gene ontology and pathway analyses

Biological processes, cellular components and molecular functions that were associated with the DEGs were identified using the g:Profiler GO enrichment tool^66^. The gene name and associated p-value were used as input for gene ontology and pathway analyses. Fisher’s exact test was used to determine the enrichment of the GO terms. *P-*values associated with each annotation term inside each cluster are Fisher Exact/EASE Scores. To examine the molecular functions and genetic networks; the RNAseq data was further interrogated using IPA (Ingenuity Systems, Redwood City, CA; http://www.ingenuity.com), a web based software application that enables identification of over-represented biological mechanisms, pathways and functions most relevant to experimental datasets or genes of interest^67^. Data were imported in a flexible format using the gene symbol as the identifier.

### Ethics declarations

All procedures involving animals in this study were conducted under an experimental licence from the Health Products Regulatory Authority in accordance with the cruelty to Animals Act 1876 and the European Communities (Amendment of Cruelty to Animals Act 1876) Regulation 2002 and 2005. All procedures described in this study were carried out in compliance with the ARRIVE guidelines.

## Data Availability

The datasets generated and analysed during the current study are available in the National Centre for Biotechnology Information (NCBI), Gene Expression Omnibus repository, and are accessible through GEO accession number GSE112793 [https://www.ncbi.nlm.nih.gov/geo/] under accession number.

How the deposited data were processed for this re-analysis (not part of the article)

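RNA was measured in liver and skeletal muscle of Simmental bulls and heifers of high and low RFI, in 4 comparisons of 10 samples each (5 high and 5 low RFI) and 40 samples in all. Only 5 of the 20 tags in each tissue appear in both tissues. The authors aligned the reads to UMD3.1 with STAR, counted them on protein-coding genes with HTSeq, and deposited CPM values for a part of the genes. The conversion to CPM and the choice of the listed genes are not described in the text of the paper. The authors tested their counts with edgeR, with moderated tagwise dispersion and a Benjamini-Hochberg adjusted p < 0.1. The test of the paper's methods was set as the main design before the processed files arrived, but it was not run, as tests were chosen for the deposited unit, CPM. It was replaced by limma on log2 values. Reads could be recovered from the CPM for the listed genes, but were not tested as counts, so the result of the paper's test on these files is not known.

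Every value of a sample was a whole multiple of 1 step, to within 0.000275 of a read, and the depth of each sample was recovered as the number of such steps in the total. It was 2368340 to 60929308 reads, with a median of 19749118 reads. At the lowest depth 1 read is worth less than the 1 CPM added as a pseudocount. In the bull muscle files, 1359 rows at the end repeat the liver values of low RFI bull 2723, and were left out. In heifer muscle, rows without a gene identifier were left out, and 1 stray letter in a heifer liver file was ignored.

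CPM were scaled by a trimmed mean of M values (30% of the fold changes and 5% of the expression values trimmed, weighted by the recovered depth). Genes with more than 1 CPM in at least 5 samples were kept, which removed none of the listed genes. The values log2(CPM + 1) were fitted with limma 3.58.1 in R 4.3.3 with a trended variance, and the p-values were adjusted by the method of Benjamini and Hochberg. The other values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots were drawn with matplotlib 3.10.9. Single genes, shares and means of genes were compared with exact permutation tests over all assignments of the animals, and correlations over the 10 animals of a comparison with 100000 permutations. Differences between the sexes were tested as an interaction with limma over the 20 samples of a tissue, and for single genes by permuting the RFI labels within each sex.

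The genes named singly are those of Tables 2 and 3, by a rule written before the files arrived: every gene of both tables, in its own comparison and in the same tissue of the other sex, and up to 10 genes with the smallest p among those that passed in the main fit, of which there were none. Gene names were taken from the paper's tables, as the files give identifiers only. Sets of other named genes that had been listed beforehand (nuclear genes of oxidative phosphorylation, fibre types, circadian genes and others) were therefore not analysed here, and the share of mitochondrially encoded genes covers only the 5 genes of Table 2. The mean of *HSPA5*, *HYOU1*, *CRELD2*, *MANF* and *DNAJB11* was added after their values had been seen.

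The share of the other tissue was estimated in each sample from the genes, among 4416 listed in all 4 comparisons, whose mean differed more than 32-fold between bull liver and heifer muscle, with the sample itself left out of the means. Pairs of samples were compared for duplicates, and none was found. The scripts were tested on data simulated for bull liver and heifer muscle, with 200 genes changed by 2 in size on the log2 scale. Of these genes, 92.5 to 100% were recovered, with 3.8 to 11.5% false calls, and 0 genes were called in data without changes. The genes that the paper lists as differentially expressed had smaller log2 fold changes in their own comparisons, 0.556 to 1.56 in size. Recovery of such smaller changes was not simulated, nor was any recovery in bull muscle or heifer liver. The simulation thus cannot show whether the main fits missed changes of that size.

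The alternatives set before the files arrived that could be run were library size only, median-of-ratios scaling, removal of the mitochondrial genes, no filter, at least 10 reads in every sample, an adjusted p < 0.05, all 20 samples of a tissue in a single fit, tag style as a covariate, and leaving out each animal. Pseudocounts of 0.1 and 5 CPM, sample weights, the share of the other tissue as a covariate and fits without samples over 10% of the other tissue were added after the files had been seen. The alternatives for the mean of the 5 endoplasmic reticulum genes, and 4-digit tags only for the pairs of genes, were added after their results had been seen. The RFI values of single animals are not in the files analysed here, so associations with RFI itself were left out.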

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

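In each group of 5 animals, the gap of the highest or lowest animal to its nearest neighbour was divided by the range of the group, and values above 0.71 were flagged. Of 84 groups, 11 were flagged, where 4.2 are expected at 1 in 20. The groups are not independent, as the mitochondrial genes rise and fall together and the endoplasmic reticulum genes do so too.

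In bull muscle, high RFI bull 2641 was the highest animal of its group for *COX1* (0.735219), *ND6* (0.767214), *cytb* (0.785966) and the share of the 5 mitochondrial genes (0.849594), which was 20.3%. No technical explanation was tested for this animal, and the design gives no biological one.

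In heifer muscle, low RFI heifer M70 was the highest of its group for *ND5* (0.73289) and for the mitochondrial share (0.780513), and high RFI heifer 2628 was the lowest of its group for *ND6* (0.775724). The higher mitochondrial share in low RFI heifers was therefore weighed against several technical explanations, all with predictions written after the result was seen. If it rested on M70 alone, it would be lost without this animal, but the exact permutation p was 0.0238095. If it came from depth, the groups would differ in depth, but the exact permutation p of depth was 0.777778. If it came from tag style, it would be absent in a style, but the smaller of the log2 differences within the styles was 0.966231. GC content, the authors' choice of listed genes and the handling of the biopsies were not tested, so the pattern cannot be told apart from these.

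In heifer liver, low RFI heifer L58 was the lowest of its group for *HSPA5* (0.804871), *DNAJB11* (0.775923) and the mean of the 5 endoplasmic reticulum genes (0.783092). The depth of L16 (60929308 reads) was far above that of the other low RFI heifers (0.756531). Both are samples with a muscle profile.

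The estimated share of the liver profile was 100% in bull muscle samples M12, M6 and 2712 and 48.5657% in M74. The share of the muscle profile was 49.4763% in heifer liver sample 2728, 99.4754% in L58 and 75.365% in L16. The other 33 samples had at most 0.8224%. The paper does not report on this. All predictions on its origin were written after the shares were seen, so those on the size of the share had a known outcome and are no test. Shares above 90% would follow from exchanged samples or labels, and 3 bull muscle samples and 1 heifer liver sample had them. Shares between 10 and 90% would follow from mixed RNA or reads, and 1 bull muscle sample and 2 heifer liver samples had them. If such samples were merged libraries, they would be the deepest. Leaving aside samples above 90%, the shallowest of them had 1.43986 times the depth of the deepest other sample in bull muscle. In heifer liver it had 1.02512 times that depth. Bull muscle sample M12, left aside for its share, was deeper (42394696 reads) than M74 (40216307 reads). The share did not fall with depth (Spearman's rho −0.116937 in bull muscle, permutation p = 0.748, and 0.109906 in heifer liver, permutation p = 0.771). Rows copied from the other tissue were not found among the genes used, as 0% of the values in these samples equalled those of any sample of the other tissue in both comparisons. The largest share of equal values of any pair was 0.283%, between muscle samples M6 and 2712. Shares of 100% in M12, M6 and 2712 and of 99.4754% in L58 argue against mixing or merging with much RNA of the labelled tissue. Exchange between bull muscle and bull liver samples would leave a muscle profile in bull liver. The largest share there was 0.0806%, in 2713, which argues against such an exchange. Other exchanges or wrong labels remain possible. For shares between 10 and 90%, mixed and merged samples cannot be told apart here. No biological explanation was tested.

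These samples also bear on the absence of DEGs in bull muscle and heifer liver, for which the predictions were written before the result. With the share as a covariate, the residual SD of the median gene fell by 45.8094% in bull muscle and by 42.2693% in heifer liver. The number of genes past the threshold remained at 0 in bull muscle and 0 in heifer liver. The foreign profiles are thus a possible explanation of the spread. The count of 0 cannot decide whether they hid differences, as bull liver also gave 0 genes with a smaller residual SD (0.210 against 0.316 with the share modelled).

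Between the sexes, the low minus high RFI difference in liver differed for 7 of the 16 genes tested, by 2.30738 for *HSPA5*, 1.95617 for *HYOU1*, 1.87932 for *MANF*, 1.5338 for *GMPPB*, 1.52011 for *DNAJB11*, 1.5111 for *CRELD2* and 1.42343 for *GNPNAT1* on the log2 scale, and by 1.83482 for the mean of the 5 endoplasmic reticulum genes among them. This pattern was noticed in the data, its genes were listed by the paper for a difference in bulls, and all its predictions were written after the result. Random assignment of animals would reach the difference often, but the permutation p within each sex was 0.00132275. Without the samples with over 10% of the other tissue the permutation p was 0.00623583, but the difference in heifers alone shrank from −0.832 to −0.341, with 1 of 3 low RFI heifers below all 4 high RFI heifers (exact permutation p = 0.2). Among heifers with 4-digit tags it was −0.633893, but these include sample 2728 with its muscle profile. The groups did not differ in depth (smaller exact permutation p of bull and heifer liver 0.833333). An opposite response of these genes in heifers may be considered as a hypothesis only, since the fall in heifers cannot be told apart from other-tissue RNA and the selection of the genes.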

How the results depend on the processing

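The number of genes past the threshold was 0 in every main fit. It stayed at 0 in heifer liver and in the interaction in muscle under every alternative run for them. The interactions were not run with sample weights, tag style as a covariate, at least 10 reads in every sample, a pseudocount of 5 CPM or mitochondrial genes removed. All 16 genes kept their direction in their own comparison in 331 fits, of which 316 gave the same result and 15 passed the threshold. In the other sex, 320 of 344 fits gave the same result, 4 passed and 20 changed sign. Of the other alternatives for headline results, 93 of 106 gave the same result.

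Alternatives chosen after the files had been seen changed the counts most. With the share of the other tissue as a covariate, 7 genes passed in bull liver, where the largest share was 0.0806%, in low RFI bull 2713, so that the covariate there acts mainly on this animal. With sample weights, 4035 genes passed in bull muscle and 114 in heifer muscle. The estimation of both sets of weights stopped before it converged. Of 100 splits of the same samples, 26 in bull muscle and 12 in heifer muscle gave as many genes with weights. The predictions for these splits were written after the counts, but before the splits. The weights may thus produce lists of genes for groupings without meaning.

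In the main fits, all 100 of 100 splits gave at least 0 genes in each of the 4 comparisons and in both interactions, which a count of 0 makes certain. Some splits gave genes: 12 in bull liver (at most 18 genes), 5 in bull muscle (at most 3687), 1 in heifer muscle (1676) and 0 in heifer liver. For the interactions these were 2 splits in liver (at most 5 genes) and 3 in muscle (at most 2233).

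Leaving out 1 animal gave 0 to 7 genes in bull liver and 0 to 2 in the interaction in liver. The 7 genes appeared without low RFI bull 2713, and 2 of 100 splits of the remaining 9 bulls gave as many. This animal had the lowest depth, 2368340 reads, and leaving out another bull gave at most 1 gene. For the 5 endoplasmic reticulum genes among the 7, its reads differed from those of the lowest other low RFI bull by more than sampling noise (largest exact binomial p = 0.000230331, *CRELD2*; prediction written after the values were seen). Few reads alone thus do not account for its low values of these genes. Other faults of a shallow library were not tested and cannot be told apart from the animal's own expression.

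The correlation of fold changes between the sexes moved without the samples with over 10% of the other tissue, to 0.0173472 in liver and 0.116907 in muscle, and ranged from −0.0729451 to 0.0167366 in liver and from −0.394959 to 0.12786 in muscle when 1 animal was left out. The mean correlation of the 5 genes in heifer muscle was 0.882424 by Spearman's rho, 0.904439 with group means removed, 0.860197 without the 2 farthest animals, 0.89663 with 4-digit tags only (chosen after its result was seen), and 0.891795 to 0.960961 with 1 animal left out. In bull liver it fell to 0.318577 with group means removed, since the difference between the groups is part of it.

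The difference in mitochondrial share changed sign where it was small. Without the samples with over 10% of the other tissue it was −0.521743 in bull muscle and 0.279365 in heifer liver, and the median gave 0.398796 in heifer liver. With 1 animal left out it ranged from −0.0665045 to 0.849515 in bull liver, from −1.07615 to 3.13724 in bull muscle and from −0.640439 to 0.33881 in heifer liver.

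Some fold changes in the other sex also changed sign. *COX3* in bull muscle was 0.235164 with sample weights, 0.21828 with the share of the other tissue as a covariate, 0.0276715 without the samples over 10%, and −0.309452 to 0.55537 with 1 animal left out. In heifer liver, *CRELD2* moved from −0.644 (SE 0.457) in the main fit to 0.125364 with sample weights and 0.0964483 without the samples over 10%, both chosen after the files had been seen. *DBP* was 0.215194 with tag style as a covariate, 0.159059 with sample weights, 0.369849 with the share as a covariate, 0.308245 without the samples over 10%, and −0.385523 to 0.24606 with 1 animal left out. *LIMS2* was −0.24463 with library size only, −0.0193361 with at least 10 reads in every sample, and −0.210537 to 0.184621 with 1 animal left out.

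The replicate block was not run because high and low RFI groups are different animals and share no tag. The quasi-likelihood test, the likelihood ratio test, DESeq2 and filterByExpr were not run, as tests were chosen for CPM, the deposited unit, and no time was measured for them. The reads of the listed genes can be recovered from the CPM, so this was a choice of method and not a limit of the files, and how far the counts of genes depend on it was not tested.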

Differences from the paper's values

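The paper reports 5 DEGs in heifer muscle and 11 in bull liver, and 0 genes passed in both with limma on the deposited CPM. The paper's own test was not run, so the test differs as well. None of the alternatives set before the files arrived closed either gap. The nearest was 7 genes in bull liver without low RFI bull 2713. Alternatives chosen after seeing the values gave 114 genes in heifer muscle with sample weights and 7 in bull liver with the share of the other tissue as a covariate, and closed neither.

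The paper's numbers of genes expressed are 12203 in bull liver, 11469 in bull muscle, 10766 in heifer muscle and 12107 in heifer liver. In the files analysed here they were 7363, 6004, 5547 and 7231. None of the alternatives set before the files arrived closed these gaps.

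The paper's log2 fold change of *ND5* in heifer muscle is 2.05811224, and the value here was 1.56073, with the SE of limma (0.491408) taken as its error. With all 20 muscle samples in a single fit it hardly moved (1.55582). Only because the SE rose to 0.628211 did the paper's value lie within it. The same held in 8 of the 10 fits that left out 1 animal, with values of 1.54257 to 1.80527. It did not hold without high RFI heifer 2628 (1.4413) or low RFI heifer M70 (1.02606), with library size only (1.30177), median-of-ratios scaling (1.56444), no filter (1.56073), at least 10 reads in every sample (1.56112) or tag style as a covariate (1.56073). With the share of the other tissue as a covariate, chosen after seeing the values, it was 1.59606 with an SE of 0.534248, and the paper's value lay within it. Of the 16 log2 fold changes, 15 lay within 1 SE of the paper's, all 16 had its sign, and 15 were smaller in size. The SE measures the spread between animals, and both analyses used the same animals. It is therefore not the error of the difference between the analyses.

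In its Fig. 2 the paper marks the pairs *GNPNAT1* with *MANF*, *GNPNAT1* with *GMPPB*, *CRELD2* with *GMPPB* and *DNAJB11* with *GMPPB* as not significant. Here their adjusted permutation p-values for Pearson's r were 0.0219, 0.0109, 0.0246 and 0.0209. For Spearman's rho they were 0.0549, 0.0135, 0.0302 and 0.0351, so *GNPNAT1* with *MANF* was not below 0.05 by rank. The figure marks likewise all pairs with *GSTT1*, *LIMS2*, *DBP* or *ACTA2*, of which 12 of 34 passed here.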

Other observations

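The 5 mitochondrial genes took 7.77 ± 7.04% of CPM in high RFI and 7.78 ± 1.29% in low RFI bull muscle (SD, n = 5 each; exact permutation p = 1.0). Without high RFI bull 2641 the difference was 3.14 percentage points (exact permutation p = 0.0159), the largest of the 10 differences obtained by leaving out each bull in turn, so this p is picked from several. The difference of medians was 3.16 (exact permutation p = 0.119). Without the samples with over 10% of the liver profile the difference of means was −0.522 (exact permutation p = 1.0). That comparison kept bull 2641, and its 15 assignments were too few for a small p. In bull liver the shares were 4.52 ± 0.552% and 5.02 ± 1.43% (exact permutation p = 0.563), and in heifer liver 5.26 ± 0.836% and 4.94 ± 1.56% (exact permutation p = 0.730; SD, n = 5 each).

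Tags shared between samples link liver and muscle of the same bull in only a few cases. The highest correlation of log2 values between any pair of samples was 0.985, between the muscle and the liver sample of low RFI bull 2712, whose muscle sample had a liver profile. The liver profile in muscle sample M12 of a high RFI bull was nearest to the liver of low RFI bull 2669 (0.9837). The liver of high RFI bull 2701 was almost as near (0.9831), so this match does not point to an animal or group.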
